# Transcriptomic and metabolomic profiling of long-lived growth hormone releasing hormone knock-out mice: evidence for altered mitochondrial function and amino acid metabolism

**DOI:** 10.18632/aging.102822

**Published:** 2020-02-23

**Authors:** Jessica M. Hoffman, Aliza Poonawalla, Mert Icyuz, William R. Swindell, Landon Wilson, Stephen Barnes, Liou Y. Sun

**Keywords:** aging, growth hormone, metabolite, mouse, transcriptomics

## Abstract

Numerous genetic manipulations that extend lifespan in mice have been discovered over the past two decades, the most robust of which has arguably been the down regulation of growth hormone (GH) signaling. However, while decreased GH signaling has been associated with improved health and lifespan, many of the underlying physiological changes and molecular mechanisms associated with GH signaling have yet to be elucidated. To this end, we have completed the first transcriptomic and metabolomic study on long-lived growth hormone releasing hormone knockout (GHRH-KO) and wild-type mice in brown adipose tissue (transcriptomics) and blood serum (metabolomics). We find that GHRH-KO mice have increased transcript levels of mitochondrial and amino acid genes with decreased levels of extracellular matrix genes. Concurrently, mitochondrial metabolites are differentially regulated in GHRH-KO. Furthermore, we find a strong signal of genotype-by-sex interactions, suggesting the sexes have differing physiological responses to GH deficiency. Overall, our results point towards a strong influence of mitochondrial metabolism in GHRH-KO mice which potentially is tightly intertwined with their extended lifespan phenotype.

## INTRODUCTION

The world’s population is aging rapidly, and age is the greatest risk factor for the majority of morbidities that afflict developed nations. In addition, humans are living longer than ever, but they are spending a large proportion of their late life living with multiple chronic conditions. To this end, biologists have been working to develop interventions to delay or slow aging and chronic conditions, leading to increased healthspan as well as lifespan. Over the past several decades numerous dietary, pharmacological, and genetic lifespan extending interventions have been discovered in rodent models. Arguably, the most robust genetic manipulation that leads to repeatable lifespan extension is down regulation of growth hormone (GH) signaling [1, 2]. Ames and Snell dwarf mice are homozygous for mutations, Prop-1 (Ames) and Pit-1 (Snell), that prevents development of cells producing GH, thyrotropin (TSH) and prolactin (PRL) in their anterior pituitary [3–5]. These mutant mice are remarkably long-lived, both in mean and maximum lifespan, and exhibit multiple characteristics that suggest delayed aging. These results have been consistently reproduced in both sexes as well as in animals fed different diets on varying genetic backgrounds [6]. These dwarf mice are the most-studied GH-related mutants in which deficiency of GH is associated with dramatic increases in lifespan. However, in these models, deficiencies of other pituitary hormones may confound direct effects of GH on aging. Mutant mice with only GH deficiency were developed by targeted disruption of the growth hormone releasing hormone (GHRH) gene [7]. Recently, have we shown that these new mutants (GHRH-KO) exhibit lifespan extension robustly in both sexes, as well as major shifts in the expression of genes related to xenobiotic detoxification, stress resistance, and insulin signaling [8]. However, many of the downstream changes and molecular interactions incurred by GH deficiency that might contribute to healthy aging and increased lifespan are unknown.

One approach to elucidate novel pathways that might be dysregulated due to genetic manipulation is through transcriptomics and metabolomics. Transcriptomic and metabolomic analyses have been used to discover novel pathways associated with aging and longevity in multiple model organisms [9–14] and humans [15–17]. These changes are often tissue specific, yet large systemic changes in gene and metabolic regulation can also be seen, leading to the rationale for using different tissues in this study [18]. Moreover, the use of multiple “omics” methods in combination can provide stronger evidence for specific physiological pathways [19].

Here, we complete the first combined transcriptomics and metabolomics analysis of two tissues, brown adipose tissue (transcriptomics) and blood serum (metabolomics), from GHRH-KO mice compared to littermate controls. We aimed to discover changes at the molecular level that occur with GH deficiency as well as novel pathways that are potentially involved in the remarkable longevity extension seen in GH-related mutant mice.

## RESULTS

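The values used here are the authors' FPKM (fragments scaled to transcript length and library size), 1 deposited table per library, each with 24356 gene symbols. The methods give bcl2fastq 1.8.4, TopHat 2.0.11 on mm10 and Bowtie as the tool that estimated abundances. The mice were littermates of a mixed background. Of these genes, 18933 have an FPKM above 0 in at least 1 library and 14675 in all 9, and the 14675 are the genes tested. The sum of FPKM per library runs from 380558 to 443569. No fragment counts are used here, so depth was estimated from the ratios between libraries among values of 0.001 to 0.15 FPKM, where 1 fragment is a visible step. It ran from 0.917 to 1.14 relative to WT female 1. Libraries are numbered within their group in the order of the animal numbers in the labels. No 2 libraries are identical. Spearman correlations between libraries are 0.958 to 0.991, except for KO male 1, which reaches only 0.924 to 0.934 with the others.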

After data filtering and normalization, our final RNAseq data contained information on 9 (4 males (2 KO, 2 WT), 5 females (2 KO, 3 WT) animals and 14683 individual transcripts. Our final metabolomic dataset consisted of information on 12 animals (3 per group) each with data on 1822 and 1763 metabolites in the positive and negative ion mode, respectively. Basic demographic data on all animals used in the study are shown in Supplementary Table 1, and processed transcriptomics and raw metabolomics data can be found in Supplementary Tables 2–4. Raw transcriptomics data have been submitted to GEO, accession GSE143672.

We were first interested in identifying genes that were up or down regulated with regards to our factors of interest, sex and GH status. 

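In the libraries themselves a signal for the targeted gene is listed only in those labelled KO. Values by exon are not used here, so a transcript of the disrupted allele is not excluded. The signal alone thus does not settle whether the labels are right. *Ghrh* (chr2:157329497-157347506) is at 0 FPKM in all 5 libraries labelled WT and at 0.846, 0.233, 0.799 and 0.470 FPKM in the 4 labelled KO (exact permutation p 0.00794, two-sided, the smallest the design can give). Only 1 other gene, *Ostn*, picked out after its values were seen, is above 0 in every library labelled KO and 0 in every library labelled WT. The growth hormone receptor, *Ghr* (chr15:3317760-3583492), is lower in libraries labelled KO, at 46.8 ± 5.08 against 94.2 ± 36.6 FPKM (mean ± SD, n = 4 and 5; log2 fold change -0.98, SE 0.24, limma adjusted p 0.0660; exact permutation p 0.0159, two-sided). Its adjusted p ran from 0.0124 to 0.216 over the alternatives. All directions below take the labels as given, KO minus WT and male minus female.

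**Figure D1:**
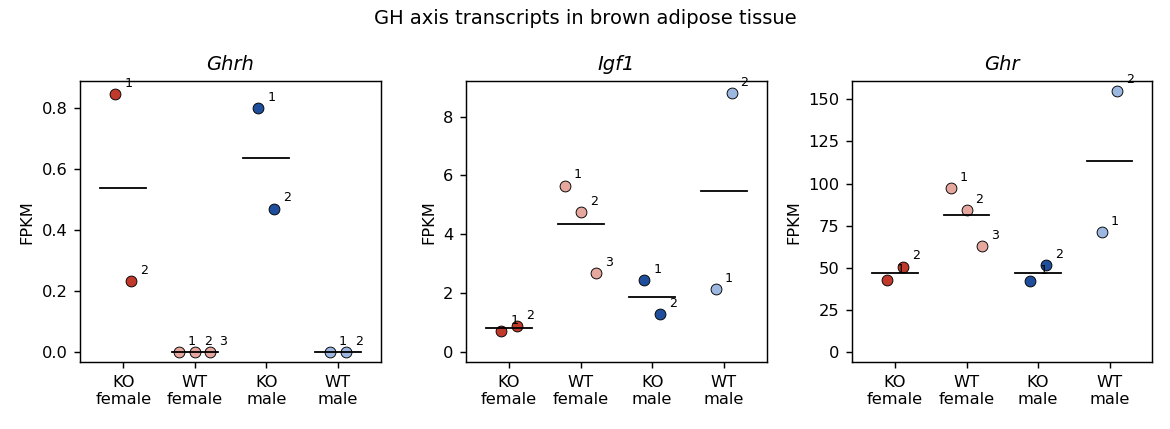
FPKM (y) of *Ghrh*, *Igf1* and *Ghr* in each library, by labelled genotype and sex (x). Points are libraries, numbered within their group, and bars are group means; *Ghrh* is above 0 only in libraries labelled KO, while the means of *Igf1* and *Ghr* are lower in them.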

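The model of the methods was run on log2 FPKM of the 14675 genes, with KO and female as reference levels, so that its genotype term is KO minus WT in females and its sex term is male minus female among KO. At an unadjusted p under 0.01, where 147 genes per term would be expected by chance, it gives 503 genes for genotype (203 higher and 300 lower in KO), 410 for sex (55 higher and 355 lower in males) and 244 for the interaction (32 higher, 212 lower). With Benjamini-Hochberg adjustment at 0.05 these fall to 1 (*Mcts2*), 2 (*Lnx1* and *Zfp91Cntf*) and 0. The part of Supplementary Table 5 used here lists 1998 genes, of which 1997 match by symbol. Their genotype estimates differ by at most 1.41e-05 on its log10 scale, and the numbers with a p under 0.01 are equal within this part, 503 for genotype, 181 for sex and 139 for the interaction. Among the alternatives without adjustment the coding moves the genotype count most: averaging over the sexes by sum-to-zero coding gives 1107 genes, of which 368 are among the 503. With male as the reference sex the count is 777, and 149 genes are in both the female and the male list, 136 of them in the same direction.

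A moderated model (limma, mean-variance trend, a mean per group) with genotype averaged over the sexes gives 529 genes at an adjusted p under 0.05 (210 higher, 319 lower), 201 of them among the 503. The same fit gives 3 genes for KO minus WT in females (*Fam131c*, *Igf2* and *Mcts2*) and 2 in males (*Lmo1* and *Svep1*). Median centring of each library moves the 529 to 222, quantile normalization to 444, and leaving out single libraries moves it between 8 and 1105.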

We found 503, 375, and 244 genes were associated with genotype, sex, and their interaction respectively (Supplementary Table 5). 

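The ontology program of the methods and its annotation are not used here. In their place, 8 sets of genes were written by hand before the data were examined: oxidative phosphorylation (82 of 83 listed genes tested), mitochondrial ribosome (77 of 77), citric acid cycle (23 of 23), amino acid catabolism (78 of 99), extracellular matrix (98 of 114), cell division (66 of 79), molybdopterin cofactor (5 of 5) and flavoenzymes (64 of 67). Each was tested by camera in limma on all 14675 genes, with a preset inter-gene correlation of 0.01 and adjustment over the 8 sets. The value given is the mean log2 difference of the set minus that of all other genes. Counts of genes higher or lower take each gene's own difference, without this subtraction. The median gene was itself lower in KO, by 0.07 with the sexes averaged. These sets are narrower than the general category for the mitochondrion in Supplementary Table 6. As a second test, each set was compared with the genes of the linear model by Fisher's exact test, one-sided, which is the closer relative of an ontology test.

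On simulated libraries with 200 shifted genes, the limma model called 63%, and 7.35% of its calls were wrong. Of 200 gene sets without a shift, 2% had a p under 0.05. This rate cannot be carried over to the real libraries. Of 60 ways to split them within each sex, 59 give at least 2 sets at an adjusted p under 0.05, the real one included.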

We then ran gene ontology on those transcripts that were higher or lower in GHRH-KO mice as compared to WT and higher or lower in males compared to females. We found that KO animals had significantly higher transcript abundances of genes involved in amino acid and mitochondrial metabolism while extracellular matrix and cell division genes were higher in WT animals (Figure 1, Supplementary Table 6). 

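The 2 sexes are first averaged. Amino acid catabolism genes are then higher in libraries labelled KO by 0.15 (adjusted p 0.276, 33 of 78 genes higher), oxidative phosphorylation genes by 0.08 (adjusted p 0.742), mitochondrial ribosome genes by 0.04 (adjusted p 0.742) and citric acid cycle genes by 0.07 (adjusted p 0.451). None of the 4 passes 0.05. The test on the gene lists differs for amino acid catabolism: 15 of its 78 genes (19.2%) are among the 203 genes higher in KO females, against 1.29% of other genes (Fisher adjusted p 2.51e-12). That list holds only 2, 2 and 1 genes of the oxidative phosphorylation, mitochondrial ribosome and citric acid cycle sets (Fisher adjusted p 0.837 each). The general category for the mitochondrion was not tested, so these counts do not bear on it.

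The averaged values of these sets depend on which KO male is kept. Leaving out KO male 1 gives 0.23 for amino acid catabolism and 0.20, 0.17 and 0.23 for the other 3 (adjusted p 0.00216, 0.0170, 0.0132 and 0.00216), with 3 KO libraries left, 1 of them male. Leaving out KO male 2 instead gives 0.06, -0.04, -0.10 and -0.10. Over all alternatives the adjusted p ran from 2.51e-12 to 0.900 for amino acid catabolism, 0.0170 to 0.950 for oxidative phosphorylation, 0.0132 to 0.950 for the mitochondrial ribosome and 0.00216 to 0.900 for the citric acid cycle.

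Extracellular matrix genes are lower in libraries labelled KO by 0.42 (12 of 98 genes higher, adjusted p 5.39e-09), by 0.44 in females and 0.40 in males (-0.18 in males without KO male 1), and the set mean of every KO library lies below that of every WT library. Of the 60 ways to split the libraries within each sex, only the real one gives a difference as large. The adjusted p ran from 4.85e-11 to 0.900 and stayed under 0.05 in every alternative except an inter-gene correlation estimated from the data. Among its members with the lowest p are *Svep1* (log2 fold change -2.90, SE 0.19, limma adjusted p 0.00356), *Col5a2* (-1.21, SE 0.13, adjusted p 0.0156, range 0.00931 to 0.0979) and *Thbs1* (-1.58, SE 0.23, adjusted p 0.0287, range 0.00631 to 0.130). Libraries labelled KO also carry more transcript of skeletal muscle markers than any labelled WT (mean log2 score 1.2 ± 0.915 against -0.958 ± 0.912, SD, n = 4 and 5, exact permutation p 0.00794, two-sided). White adipocyte markers are lower in KO on average (-1.01 ± 0.521 against 0.808 ± 1.11, exact permutation p 0.0238, two-sided). The groups overlap there, with KO female 2 at -0.509 and WT male 1 at -0.522. A difference in the tissue sampled is thus not excluded.

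Cell division genes are higher in KO on average, by 0.18 (adjusted p 0.0427, range 6.91e-08 to 1), lower by 0.39 in females (adjusted p 0.133) and higher by 0.75 in males (adjusted p 3.06e-06). All 60 splits give a difference at least as large as the average of 0.18, and the male value comes from KO male 1, whose set mean is 1.48 where the other libraries have -0.49 to 0.17. Without it the male value is -0.12.

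The paper states that amino acid, mitochondrial, extracellular matrix and cell division terms separate the genotypes, and proposes from the higher terms that mitochondrial function is altered and amino acids are broken down more effectively. Under the coding used here those gene lists come from the comparison of KO with WT females.

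**Figure D2:**
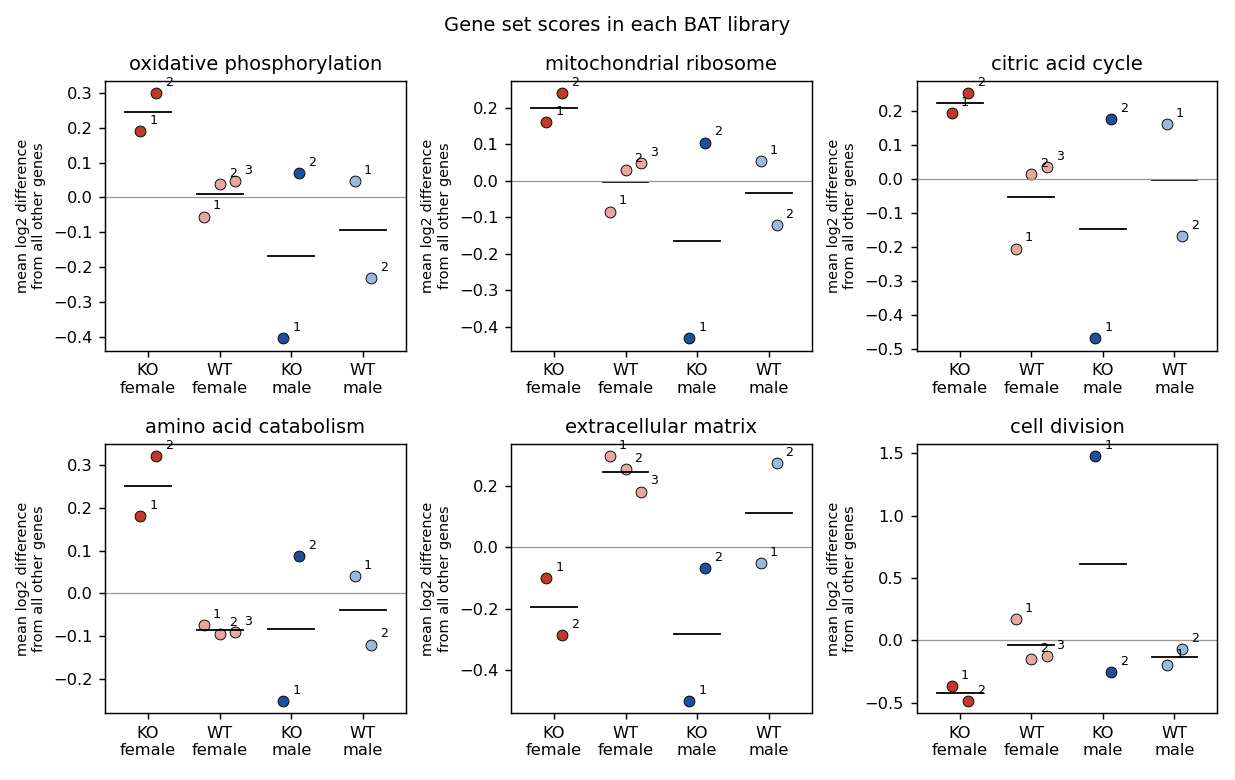
Mean log2 difference of 6 gene sets from all other genes (y) in each library, by labelled genotype and sex (x). Points are libraries, numbered within their group, and bars are group means; extracellular matrix genes are lower in all KO libraries, and KO male 1 stands apart in the cell division and mitochondrial panels.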

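The 503 genotype genes were chosen on the females, so the males give a comparison that played no part in choosing them, although KO minus WT in males shares the spread estimate of the same fit. In males 412 of the 503 (81.9%) differ in the same direction, 136 of the 203 higher genes and 276 of the 300 lower ones. Their median log2 difference falls from 0.56 in females to 0.13 in males for the higher genes and goes from -0.67 to -0.41 for the lower ones. Across all 14675 genes 58.1% share the direction and the Spearman correlation between the female and male differences is 0.186.

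**Figure D3:**
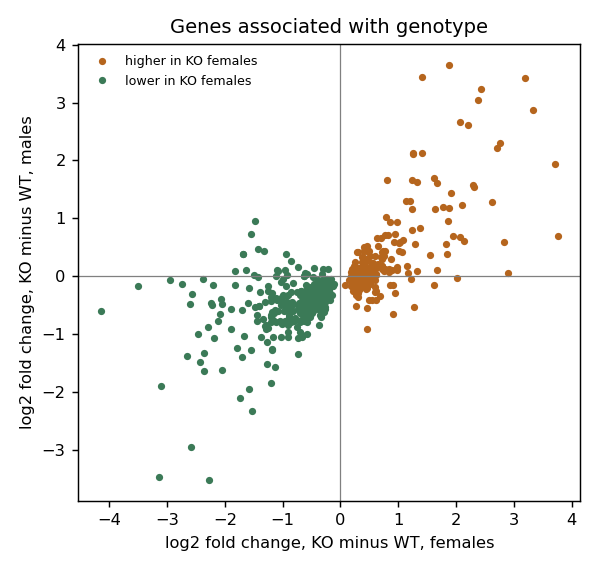
Log2 KO minus WT in females (x) against the same in males (y) for the 503 genotype genes. Each point is a gene, orange if higher and green if lower in KO females; most lower genes are lower in males too, while the higher genes spread to both sides of 0.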

Supplementary Figure 1 depicts a heatmap of those transcripts found to have a significant difference between the two genotypes. 

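By camera, 5 of the 8 sets differ by sex when the genotypes are averaged. Oxidative phosphorylation (-0.26, 79 of 82 genes lower in males, adjusted p 2.11e-17), mitochondrial ribosome (-0.20, adjusted p 5.19e-09), citric acid cycle (-0.16, adjusted p 0.00309) and amino acid catabolism genes (-0.14, adjusted p 8.50e-06) are lower in males, and cell division genes are higher (0.47, adjusted p 1.84e-06). The adjusted p reached 0.274, 0.274, 0.605, 0.353 and 0.543 under the least favourable alternative. When single libraries are left out, the cell division value runs from 0.0350 to 0.902. The number of sets is no larger than other groupings give: 46 of the 60 splits of the libraries within genotype reach 5 sets or more. For the single sets 6, 11, 32, 20 and 28 of the 60 splits give a difference as large. Extracellular matrix (-0.11, adjusted p 0.267), flavoenzyme (-0.08, adjusted p 0.114) and molybdopterin genes (-0.06, adjusted p 0.547) do not pass 0.05.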

Interestingly, we found few sex effects in our ontology analysis, with only two pathways found to be higher in females and none in males (Figure 2, Supplementary Table 6). However, we did find 14 pathways that had genotype by sex interactions; most of these were broadly involved in cofactor and coenzyme metabolism (Supplementary Figure 2, Supplementary Table 6).

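For the interaction, (KO minus WT in males) minus (KO minus WT in females), limma finds 0 genes at an adjusted p under 0.05, with 1028 at an unadjusted p under 0.05 and a lowest adjusted p of 0.438. Among the 212 genes with a negative interaction in the linear model are 3 of the 5 molybdopterin cofactor genes (60%, Fisher adjusted p 0.000196), 7 of the 64 flavoenzymes (10.9%, adjusted p 0.000196) and 12 of the 78 amino acid catabolism genes (15.4%, adjusted p 1.82e-08). By camera the interaction is -0.40 for molybdopterin genes (adjusted p 0.0558, range 0.000196 to 0.259) and -0.38 for flavoenzymes (adjusted p 2.93e-08, range 2.59e-10 to 0.238). It is negative for amino acid catabolism (-0.38, adjusted p 1.47e-08), oxidative phosphorylation (-0.31, adjusted p 2.46e-06), mitochondrial ribosome (-0.33, adjusted p 8.37e-06) and citric acid cycle genes (-0.42, adjusted p 2.18e-05), and positive for cell division genes (1.14, adjusted p 2.93e-08), and for these 5 sets the adjusted p reached 0.259, 1, 0.259, 0.326 and 0.326 under the least favourable alternative. No interaction of a set, by either test, was compared with other splits of the libraries. By genotype and by sex, most other splits also gave sets under 0.05 by camera. Much of the interaction comes from 1 of the 2 KO males. Without KO male 1 the value shrinks to -0.13 for flavoenzymes, -0.21 for amino acid catabolism, -0.07 for oxidative phosphorylation, -0.06 for the mitochondrial ribosome, -0.10 for the citric acid cycle and 0.27 for cell division, with no test because 1 KO male remains.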

**Figure 1:**
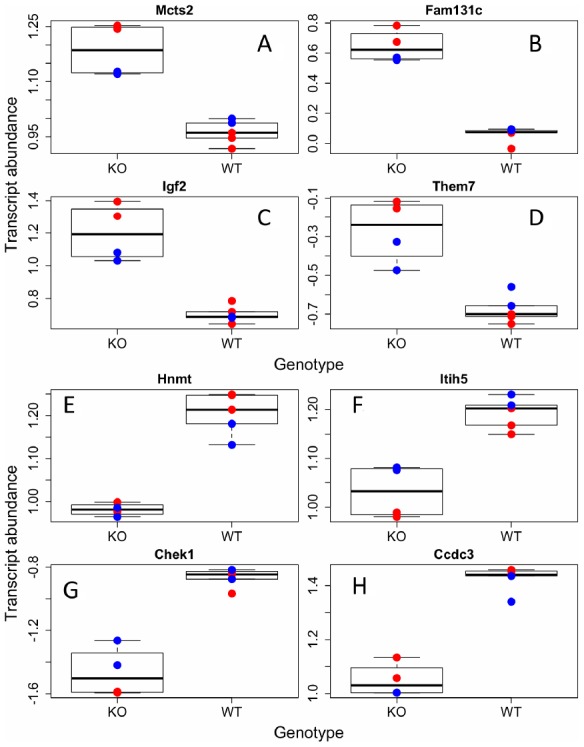
**Individual transcripts differentially regulated in GHRH-KO mouse BAT.** Sample of transcripts that were significantly increased (**A**–**D**) or decreased (**E**–**H**) in KO mutants compared to WT. Red dots indicate females, blue-males.

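In the limma fit with both sexes averaged, all 8 genes of this figure differ in the stated direction at an adjusted p under 0.05. The largest change among the higher genes is that of *Fam131c* (chr4:141368220-141384175), at 4.53 ± 1.15 FPKM in KO and 1.15 ± 0.129 in WT (mean ± SD, n = 4 and 5; log2 fold change 1.93, SE 0.14, limma adjusted p 0.00356, range over alternatives 0.00479 to 0.0261). *Mcts2* (chr2:152687035-152687946), which overlaps *H13* on the same strand, is at 15.5 ± 2.55 against 9.19 ± 0.687 FPKM (0.73, SE 0.07, limma adjusted p 0.0117, range 0.00876 to 0.0826). Its rise is 1.02 in females and 0.43 in males, a difference that is not significant in limma (interaction -0.58, SE 0.13, adjusted p 0.614). The unadjusted p of the linear model for the interaction is 0.000322. *Them7* (1.32, SE 0.22, adjusted p 0.0347) does not pass 0.05 in 7 of its 15 alternatives (range 0.0244 to 0.134).

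Of the lower genes, *Ccdc3* (chr2:5137776-5230878) falls from 26.8 ± 2.79 to 11.3 ± 1.67 FPKM (-1.23, SE 0.09, limma adjusted p 0.00356, range 0.00417 to 0.0287), and *Hnmt* (chr2:24002910-24049394) from 16.1 ± 1.76 to 9.59 ± 0.316 FPKM (-0.71, SE 0.07, limma adjusted p 0.0139, range 0.00920 to 0.0882). *Itih5* is lower by 0.55 (SE 0.07, adjusted p 0.0222, range 0.0170 to 0.104). *Chek1* has the largest fold change of the lower genes (-2.0, SE 0.34, limma adjusted p 0.0347, range 0.0188 to 0.134) but sits at 0.0360 FPKM in KO and 0.137 in WT, and a pseudocount of 1 brings it to -0.14.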

**Figure 2:**
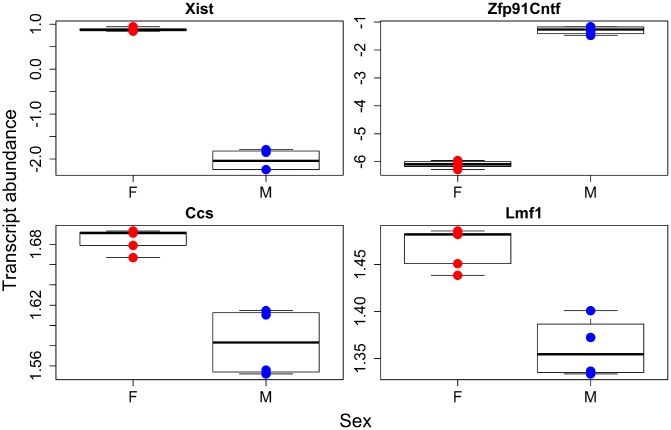
**Individual transcripts with sex effects.** Females in red, males in blue.

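The other 3 genes shown beside *Xist* do not pass an adjusted p of 0.05 in limma. *Zfp91Cntf*, with the lowest unadjusted p of the linear model (4.04e-07), is at 5.23e-07 to 1.1e-06 FPKM in females and 0.0333 to 0.0681 FPKM in males, values near 0 in both sexes. Its log2 difference of 16.01 (SE 2.13, limma adjusted p 0.109, range 1.08e-05 to 0.430) becomes 0.60 with a pseudocount of 0.1 and 0.07 with a pseudocount of 1. *Ccs* and *Lmf1* are both lower in males by 0.34 over the 2 genotypes (SE 0.05 and 0.06, limma adjusted p 0.136 for each, ranges 0.0283 to 0.550 and 0.0326 to 0.550).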

Brown adipose tissue (BAT) has systemic effects on metabolism and also has secretory functions leading to the release of factors into circulation [18]. We therefore determined if differences observed in brown adipose tissue (BAT) between the two genotypes were also present systemically. To this end, we ran global metabolomics analysis of blood serum taken from the same animals. We discovered, in the positive and negative ion mode respectively, 33 and 14 individual metabolites associated with genotype (Figure 3, Supplementary Tables 7 and 8), 30 and 28 metabolites associated with sex (most significantly different metabolites shown in Figure 4), and 11 and 8 metabolites with a significant genotype-by-sex interaction at p<0.01. We then ran pathway enrichment on the metabolomic datasets using the program mummichog. We discovered 7 and 2 pathways that were associated with genotype and sex in the positive ion mode (Supplementary Table 9); however, our pathway enrichment analysis failed to find any significant pathways associated with genotype or sex in the negative ion mode. Metabolic pathways found to be associated with genotype were involved in mitochondrial metabolism, specifically response to oxidative stress, as well as serotonin degradation and nicotine degradation. Serotonin degradation metabolism was also found to be different between the sexes, regardless of genotype.

**Figure 3:**
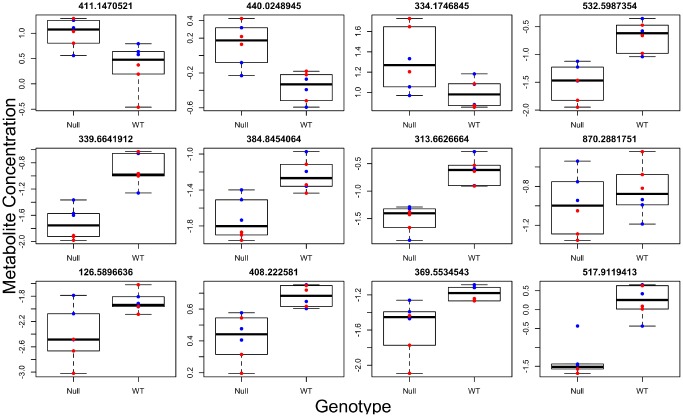
**Individual metabolites changed in GHRH-KO mouse blood serum compared to control mice.** Titles give the mass to charge ratio for each individual metabolite.

**Figure 4:**
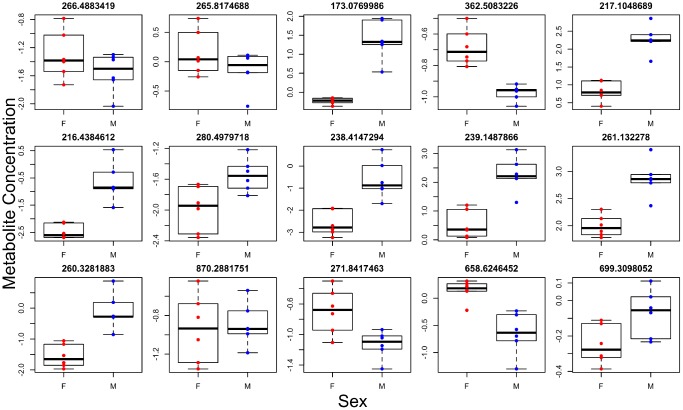
**Individual metabolites with sex effects.** Titles give the mass to charge ratio for each individual metabolite.

We lastly ran unsupervised Principal Components Analysis (PCA) on both the transcriptomic and metabolomic datasets to determine if either the entire transcriptomes or metabolome were associated with genotype and sex. 

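The first 3 components of the scaled data hold 25.7%, 23.4% and 13.1% of the variance. The first separates KO male 1 (score -132.5) from the other libraries and not a group (exact permutation p 0.857 for genotype and 0.413 for sex, two-sided). Libraries labelled KO and WT separate on the second (mean score -57.0 ± 29.6 and 45.6 ± 19.2, SD, n = 4 and 5). On the third, males and females differ in mean (-39.4 ± 28.9 and 31.5 ± 20.3) but overlap, with KO male 1 at 3.64 and WT female 2 at -1.23.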

The BAT transcriptome showed separation of all four groups (Figure 5A). However, in the blood metabolome, sex appears to be a stronger factor delineating the groups with female KO and WT mice more similar to each other than to either group of males (Figure 5B). In the positive ion mode, both genotypes of female mice and GHRH-KO male mice showed similar metabolomic profiles, and only the KO males had different profiles than the other groups (Figure 5C). However, some of these results are due to a strong male KO animal that was an outlier compared to all other individuals. Overall, our PCA results suggest that the BAT transcriptome shows more differences in both genotype and sex than our blood metabolomic analysis, similar to what was seen with individual transcripts and metabolites.

**Figure 5:**
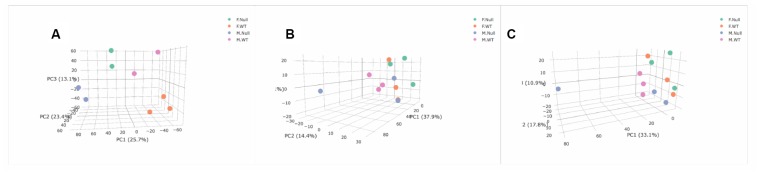
Principal Components Analysis of transcriptome (**A**), positive metabolome (**B**), and negative metabolome (**C**). Female GHRH-KO- green. Female WT- orange. Male GHRH-KO- blue. Male WT- purple. PC3 and PC2 are associated with sex (P=0.0034) and genotype (P=0.0004) respectively in the transcriptome. PC2 was associated with sex in the positive metabolome (P=0.042), and PC3 was associated with sex in the negative metabolome (P=0.017). Genotype was not significantly associated with any of the PCs shown for either metabolomic dataset.

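The linear model gives 0.000398 for genotype on the second component and 0.00340 for sex on the third. By exact permutation of the labels, two-sided, p is 0.00794 for genotype, the smallest possible, and 0.0238 for sex, or 0.0317 when the largest of the 3 components is compared in every permutation. Genotype accounts for 85.1% of the variance of the second component and sex for 72.9% of the third. Scaling is the choice that moves this most: with genes centred but not scaled, genotype accounts for at most 25.1% of any of the 3 components (exact permutation p 0.444) and sex for 41.1% (p 0.167).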

## DISCUSSION

Here we have presented one of the first studies to understand the genetic regulatory and metabolic changes that occur in adult mice with GH mutation, and the first in GHRH-KO mice. Overall, our results show striking differences in individual transcript levels between WT and GHRH-KO mice, genes related to mitochondrial function were significantly upregulated in knockout mice compared to controls. These results suggest that mitochondrial function is altered in the BAT of the GHRH-KO animals, which is not surprising as GH related mutant mice have reported increases in total BAT mass per body weight with higher metabolic activity [6, 20, 21]. 

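In females the oxidative phosphorylation genes are higher in KO by 0.23 (58 of 82 genes, adjusted p 0.000400), the mitochondrial ribosome genes by 0.20 (48 of 77, adjusted p 0.00207) and the citric acid cycle genes by 0.28 (20 of 23, adjusted p 0.000277). In males they are lower by 0.07 (70 of 82 genes, adjusted p 0.0367), 0.13 (62 of 77, adjusted p 0.0367) and 0.14 (20 of 23, adjusted p 0.108). These counts take each gene's own difference, and the median of all genes was -0.08 in males. Neither contrast was set against other splits of the libraries. With the sexes averaged, other splits nearly always gave sets under 0.05 by this test. Without KO male 1 the sets are higher in the remaining KO male than in the WT males by 0.16, 0.14 and 0.18, with no test. The 2 KO males differ from each other: the oxidative phosphorylation mean is -0.40 in KO male 1 and 0.07 in KO male 2, beside 0.05 and -0.23 in the WT males. The brown adipocyte marker *Ucp1* is higher in KO over both sexes (log2 fold change 0.52, SE 0.13, limma adjusted p 0.0739; exact permutation p 0.0397, two-sided), while the mean of 9 brown adipocyte markers, *Ucp1* among them, differs by -0.04 (exact permutation p 0.849, two-sided).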

Previous research suggests that GH disruption can lead to significant changes in mitochondrial metabolism [reviewed in 22]. GHR-KO (Growth hormone receptor knockout) mice show increased levels of genes related to mitochondrial biogenesis across tissues [23]. In a similar vein, Snell dwarf mice show improved mitochondrial function in response to doxycycline induced oxidative stress [24]. In addition, our metabolomic analysis also suggests mitochondrial function pathways were significantly different between GHRH-KO and WT mice, suggesting that the transcriptomic differences seen in BAT are also observed systemically throughout the animal.

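*Igf2* (chr7:142650766-142666816) is at 24.9, 20.2, 12.1 and 10.7 FPKM in the 4 libraries labelled KO and at 4.42 to 6.10 FPKM in the 5 labelled WT, with no overlap (17.0 ± 6.73 against 5.09 ± 0.635, mean ± SD, exact permutation p 0.00794, two-sided). The log2 fold change over both sexes is 1.67 (SE 0.12, limma adjusted p 0.00356), and over the alternatives it ran from 1.50 to 1.74 with an adjusted p of 0.00479 to 0.0261.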

Interestingly, we found significant upregulation of insulin like growth factor 2 (IGF-2) in GHRH-KO mice compared to controls (Figure 1), not a downregulation of IGF-I, as expected. 

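*Igf1* (chr10:87858265-87937042) is at 1.33 ± 0.784 FPKM in KO and 4.80 ± 2.66 in WT (mean ± SD, n = 4 and 5; log2 fold change -1.84, SE 0.45, limma adjusted p 0.0661; exact permutation p 0.0317, two-sided). The groups overlap, with KO male 1 at 2.46 and WT male 1 at 2.13 FPKM. The adjusted p ran from 0.0156, without WT male 1, to 0.214. In the linear model, which compares the females, the unadjusted p is 0.0227, with 0.0176 to 0.0433 under the pseudocounts and normalizations tried and 0.00795 to 0.0650 when single WT females or males, but neither KO female, are left out.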

IGF-I was higher in WT animals; however, it did not pass our alpha (p=0.02). Decreasing GH action significantly reduces levels of IGF-I *in vivo*, but the effects of GH on IGF-2 in mice are not completely known. IGF-2 is a major developmental growth regulator and has not been shown to change much in adulthood, unlike IGF-I that is upregulated from development to adulthood, and then declines with older age [25]. 

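The rise of *Igf2* is 2.10 in females (limma adjusted p 0.0186) and 1.23 in males (limma adjusted p 0.0659), or means of 22.5 FPKM in KO females and 11.4 FPKM in KO males, and the difference between the sexes is not significant (interaction -0.88, SE 0.24, adjusted p 0.624). Of all 50-base stretches of the *Igf2* transcripts, 61.2% also occur in the overlapping gene *Gm49394*. If that gene was quantified too, the value depends on how fragments from the shared stretch were assigned.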

Our results indicate IGF-2 transcription is upregulated in GH disrupted mice. As IGF-2 has been largely ignored in the aging field, even with its homology and similar functions to IGF-I, it will be interesting to note in future studies if increases in IGF-2 are associated with health and longevity.

We also discovered an upregulation of amino acid metabolism genes in GHRH-KO animals suggesting that they may have the ability to break down amino acids more effectively than WT mice. 

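By sex, the amino acid catabolism set is higher in KO females by 0.34 (47 of 78 genes, adjusted p 7.19e-07) and lower in KO males by 0.04 (57 of 78 genes lower, adjusted p 0.0367). The counts take each gene's own difference, and the median of all genes was -0.08 for KO minus WT in males. Without KO male 1 the male value is 0.13, with 1 KO male left and no test. Neither contrast of the set was compared with other splits of the libraries. Among its members with the lowest p for the interaction, *Prodh* changes by 0.92 in females and -0.65 in males (interaction -1.57, SE 0.19, limma adjusted p 0.438). *Ppm1k* has an unadjusted p of 2.40e-05 for the interaction in the linear model, with 0.61 in females and -0.41 in males (interaction -1.03, SE 0.14, adjusted p 0.438, range 0.379 to 0.772).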

Potentially, GHRH-KO mice are able to break down nutrients, specifically amino acids, better than WT mice; thus, leading to better utility of nutrients. It has been well documented that decreases in nutrient acquisition and use lead to increases in lifespan, through either calorie restriction or reduction in amino acids [26], and potentially GH mutant mice are working though similar mechanisms. In addition, breakdown of amino acids has been implicated in energy processes. Higher levels of amino acid metabolism genes in GHRH-KO mice may also indicate they are able to immediately metabolize nutrients such that the negative effects of amino acid excess are readily removed from the system, and previous research suggests that GH can lead to an increase in amino acid uptake [27]. Thus, GH mutant mice may uptake fewer amino acids and catabolize those they do uptake more efficiently. While our transcriptomic analysis points towards a strong role in nutrient metabolism, our metabolomic analysis failed to recapitulate these differences in amino acid profiles systemically in the blood; however, several individual amino acids (valine and proline), which perhaps counterintuitively, were found to be increased in GHRH-KO mice as compared to WT.

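The lists of the linear model also hold gene sets, on the side lower in males. Of the 355 genes lower in KO males than in KO females, 18 are oxidative phosphorylation genes (22.0% of the set), 18 amino acid catabolism genes (23.1%), 9 mitochondrial ribosome genes (11.7%, Fisher adjusted p 0.000388), 10 flavoenzymes (15.6%) and 4 citric acid cycle genes (adjusted p 0.00663). The comparison is of 2 KO males with 2 KO females.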

Our sex specific analysis failed to find many transcript pathways that were either higher in females or males. However, as a proof of principal the most significantly different transcribed gene between the sexes was *Xist*, the X inactive specific transcript. This gene causes one copy of the X chromosome to become inactivated, and as females have two copies of the X, it would be expected they should have significantly higher levels of *Xist*. 

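*Xist* (chrX:103460366-103483254) is at 6.99 to 8.84 FPKM in the 5 females (7.70 ± 0.725, mean ± SD) and 0.00582 to 0.0162 FPKM in the 4 males (0.0105 ± 0.00544, exact permutation p 0.00794, two-sided). The log2 difference is -9.68 (SE 0.39, limma adjusted p 0.000190, range 4.53e-06 to 0.0135). By unadjusted p of the linear model among KO animals (2.08e-05) it ranks 5, below *Zfp91Cntf* at rank 1. With the genotypes averaged it ranks 2 in that model. It ranks 1 with a pseudocount of 0.1 or 1 and in limma.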

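The Y-linked genes separate the sexes as labelled. *Eif2s3y* is at 33.0 to 39.7 FPKM in males and 0 in females except KO female 2, at 0.102, *Ddx3y* at 9.27 to 11.6 FPKM against at most 0.0276, *Uty* at 2.25 to 3.07 against at most 0.00813, and *Kdm5d* at 1.24 to 1.98 against 0 (exact permutation p 0.00794 for each, two-sided).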

We do see this difference, which leads overall credence to our transcriptome analysis. We found over 300 transcripts that were differentially expressed between males and females, and this combined with the lack of gene ontology results, suggests that the sex differences in transcription appear to be broad across all of metabolism not just enriched for a small number of metabolic processes. 

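With WT as the reference genotype the linear model gives 295 genes for sex, 170 higher and 125 lower in males, where among KO animals 55 are higher and 355 lower, and 57 genes are in both this list and that of the KO animals. Over both genotypes limma gives 2 genes at an adjusted p under 0.05, *Xist* and *Eif2s3x* (-0.66, SE 0.06, adjusted p 0.0262, range 0.00796 to 0.193), with 1533 at an unadjusted p under 0.05. *Eif2s3x* shares 34.6% of its 50-base stretches with *Gm2223*. The most influential alternative is leaving out KO male 2, which leaves KO male 1 as the only KO male. The limma count is then far larger, with most genes higher in males, but sex cannot be told apart from the features of KO male 1. Of the 410 sex genes among KO animals, 121 are also interaction genes.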

Along the same lines, our metabolomic analysis found significant differences in the sexes, but We failed to discover much pathway enrichment. The metabolome and transcriptome of the sexes are definitely different as evident by the separations seen in our PCA for all datasets, but these differences are not confined to specific pathways but instead are more diffuse across all physiological processes.

While we find striking differences between GHRH KO mice and WT individuals, our study is not without caveats. Given the large numbers of metabolites and transcripts analyzed for the metabolomic study, we have a relative limited sample size study. However, we find the consistent differences in individual metabolites and transcripts suggesting that there are many interesting differences in the GHRH-KO mice. Adding additional support to our study, our Principle Components Analysis of both the metabolome and transcriptome suggests the physiology of WT and KO animals are significantly different.

Another limitation is with annotation of our metabolomics data. As global metabolomics only provides a mass to charge ratio and retention time for each analyte, annotation software is required to determine an identity for each individual metabolite. However, we were only able to annotate a small proportion of the metabolites in the study (~15%), and misannotation is potentially a large issue. One of the major limitations that still needs to be overcome in metabolomics is improvements in annotation abilities for global, untargeted studies.

## CONCLUSIONS

Here, we have presented one of the first metabolome and transcriptome studies in GHRH-KO mice. Our results suggest potential upregulation of mitochondrial and amino acid metabolism in BAT in animals with down regulated GH signaling, and our metabolomic analysis hints at systemic changes in blood serum with regards to mitochondrial and amino acid metabolism as well. Future studies will investigate if perturbations of these individual metabolites and genes in WT mice can cause similar improvements in physiological similar to GHRH-KO mice. Overall, our results indicate several novel IGF-I independent pathways that may contribute to lifespan extension in GH mutant mice.

## MATERIALS AND METHODS

### Mouse husbandry and sample collection

GHRH-KO mice and their littermate controls (on a mixed C57BL6 and 129SV background) were bred in the colony derived from Roberto Salvatori laboratory [7] and housed under standard conditions (12-hr light/12-hr dark cycle at 20–23°C). Animals had access to *ad libitum* water and Lab Diet Formula 5001 mouse chow (23% protein, 4.5% fat, 6% fiber, Nestle Purina, St. Louis, MO). Demographics of animals used in the study are shown in Supplementary Table 1. Mice were anaesthetized with Isoflurane and cervical dislocation was performed. Whole blood was collected via cardiac puncture and immediately placed on ice in a 1.5-mL centrifuge tube for 30 minutes and then spun at 10,000 rpm for 10 minutes. Serum was then transferred to a fresh 1.5-mL centrifuge tube and stored at −80°C. Brown adipose tissue (BAT) and other tissues were immediately harvested, snap-frozen in liquid nitrogen and then stored at −80°C. Animal protocols were approved by the Animal Care and Use Committee of UAB and SIUSOM.

All statistical analyses were completed in the language R unless otherwise stated [28], and for metabolomics analysis, all analyses were run on both the positive and negative ion data individually.

### RNA sequencing and data analyses

RNA sequencing was performed on Illumina HiSeq2000 platform with 2×50bp paired-end sequencing configuration. Briefly, the quality of the total RNA was assessed using the Agilent 2100 Bioanalyzer followed by 2 rounds of poly A+ selection and conversion to cDNA. The TruSeq library generation kit was used to construct the cDNA library as per the manufacturer’s instructions (Illumina, San Diego, CA). The cDNA library was quantitated using qPCR in a Roche LightCycler 480 with the Kapa Biosystems kit for library quantitation (Kapa Biosystems, Woburn, MA) prior to sequencing. Paired end 2 × 50 bp sequencing runs were performed in the Illumina HiSeq2500. Sequence data were converted to FASTQ Sanger format using Illumina's bcl2fastq version 1.8.4 and aligned to the University of California, Santa Cruz mouse mm10 genome using TopHat version 2.0.11 and the short-read aligner Bowtie was used to assemble transcripts and estimate abundances.

In the study, a transcript was removed from the study if any sample had a FPKM (fragments per kilobase million) of zero. First, transcript FPKM values were log transformed to attain normality. We were first interested in determining those individual transcripts that were significantly different between GHRH and control mice, controlling for the effects of sex. Therefore, we ran a linear model on the effects of sex, genotype, and their interaction on transcript levels, setting significance for any factor as P<0.01. A heatmap was constructed of those metabolites that were significantly associated with genotype. We then ran Gene Ontology analysis on significant transcripts using the *goseq* package in R [29]. Pathways were considered to be significantly enriched at a false discovery rate (FDR) <0.05. Finally, we ran a Principle Components Analysis (PCA) on transcript data to determine if the entire transcriptome was associated with genotype and sex. For this specific analysis, data was centered and scaled to a mean of 0, standard deviation of 1 to meet the assumptions of PCA. 3D PCA figures were created with the *plotly* package [30].

### Metabolomics and data analysis

200μL of serum was added to 750μL of 1:2 (v/v) of chloroform:methanol and vortexed thoroughly. Next, 250μL of chloroform was added, followed by mild vortexing. Finally, 250μL of ddH_2_0 was added to each sample and vortexed. Samples were then vortexed at 1000rpm at room temperature for 5 min to separate layers. The top layer was removed and placed in a micro centrifuge tube, and this new sample was then evaporated using a speed vacuum. 500μL of ice cold 80% Methanol was added to dried samples for 30 minutes and then centrifuged at 14000rpm to precipitate additional protein content. Final supernatant was collected into a new microcentrifuge tube and evaporated. 100μL of 0.1% Formic Acid in ddH_2_0 for mass spectrometry evaluations.

An aliquot (5 μL) of each extracted sample was loaded onto a Nano cHiPLC 200μm x 6mm ChromXP C18-CL 3μm 120Å reverse-phase trap cartridge (Eksigent, Toronto, Canada) at 2 μL /min using an Eksigent autosampler. After washing the cartridge for 5 min with 0.1% formic acid in ddH_2_0, the bound peptides were flushed onto a Nano cHiPLC column 200μm x 15cm ChromXP C18-CL 3μm 120Å (Eksigent, Toronto, Canada) with a 20 min linear (2-98%) acetonitrile gradient in 0.1% formic acid at 1000 nl/min using an Eksigent 400 NanoLC System. (Dublin, CA). The column was washed with 98% acetonitrile-0.1% formic acid for 5 min and then re-equilibrated with 2% acetonitrile-0.1% formic acid for 5 min. A SCIEX 5600 Triple-time of flight mass spectrometer (SCIEX, Toronto, Canada) was used to analyze the protein digest. The IonSpray voltage was 2300 V and the declustering potential was 80 V. Ionspray and curtain gases were set at 10 psi and 25 psi, respectively. The interface heater temperature was 120°C. Eluted metabolites were subjected to a time-of-flight 250msec survey scan from 50-1000 m/z to determine the top twenty most intense ions for MS/MS analysis. Product ion time-of-flight scans at 50 msec were carried out to obtain the tandem mass spectra of the selected parent ions over the range from *m/z* 50-1000 using a rolling collision energy parameter to determine the best fragmentation energies per compound mass. Final LC-MS data were processed using XCMS-Online [31] to identify and align peaks occurring across all samples.

Metabolite concentrations were log-transformed, and values in each sample were centered and scaled to a mean of zero and a standard deviation of one. Metabolites that were not found in all samples were removed from analysis. Similar to RNAseq analysis, we ran a basic linear model looking at the effects of genotype, sex, and their interaction on metabolite concentration. Metabolites were considered to be associated with a factor of interest at p<0.01. For those metabolites that were found to be significantly different between groups, we attempted to annotate them with a putative identity using mummichog [32]. We were then interested in determining if the entire metabolome was associated with the genetic background of the animals by running unsupervised PCA using the same methods as described in the RNAseq analysis.

## Supplementary Material

Supplementary Figures

Supplementary Tables

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

# Supplementary material for: Transcriptomic and metabolomic profiling of long-lived growth hormone releasing hormone knock-out mice: evidence for altered mitochondrial function and amino acid metabolism
**Source:** Aging (Albany NY). 2020 Feb 23;12(4):3473–85. doi: 10.18632/aging.102822
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

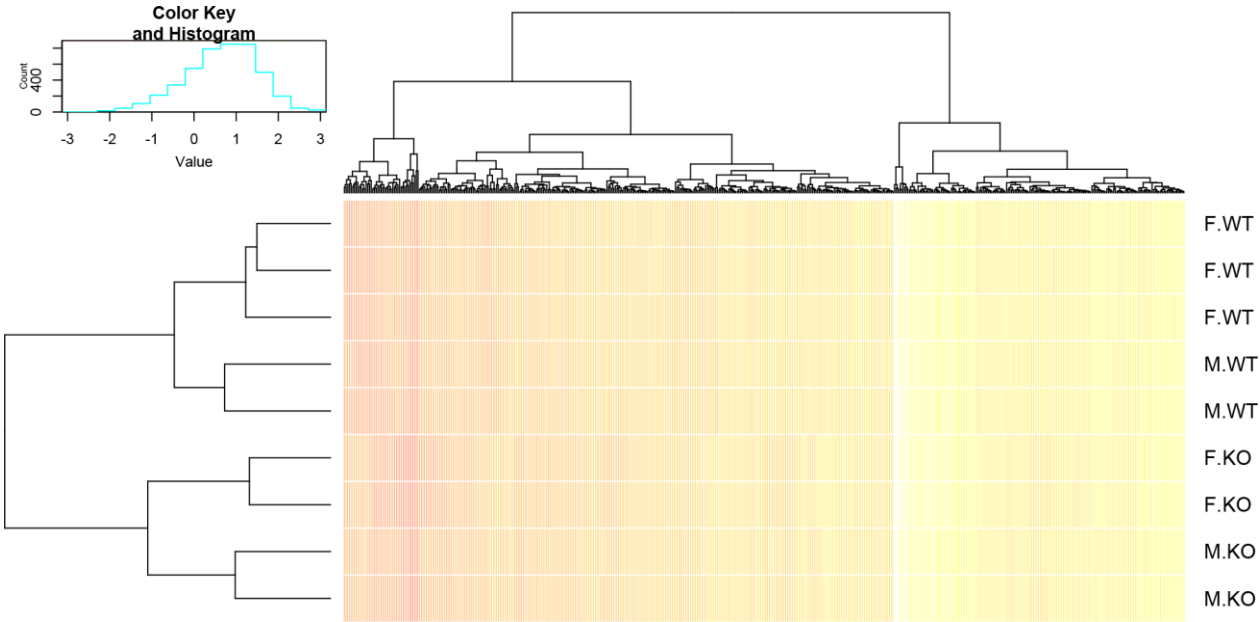

Supplementary Figure 1. Heatmap of transcripts associated with genotype.

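Clustering the libraries on these 503 genes divides the 5 labelled WT from the 4 labelled KO. The genes were chosen for that difference in females, so only the place of the 4 males is free to vary.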

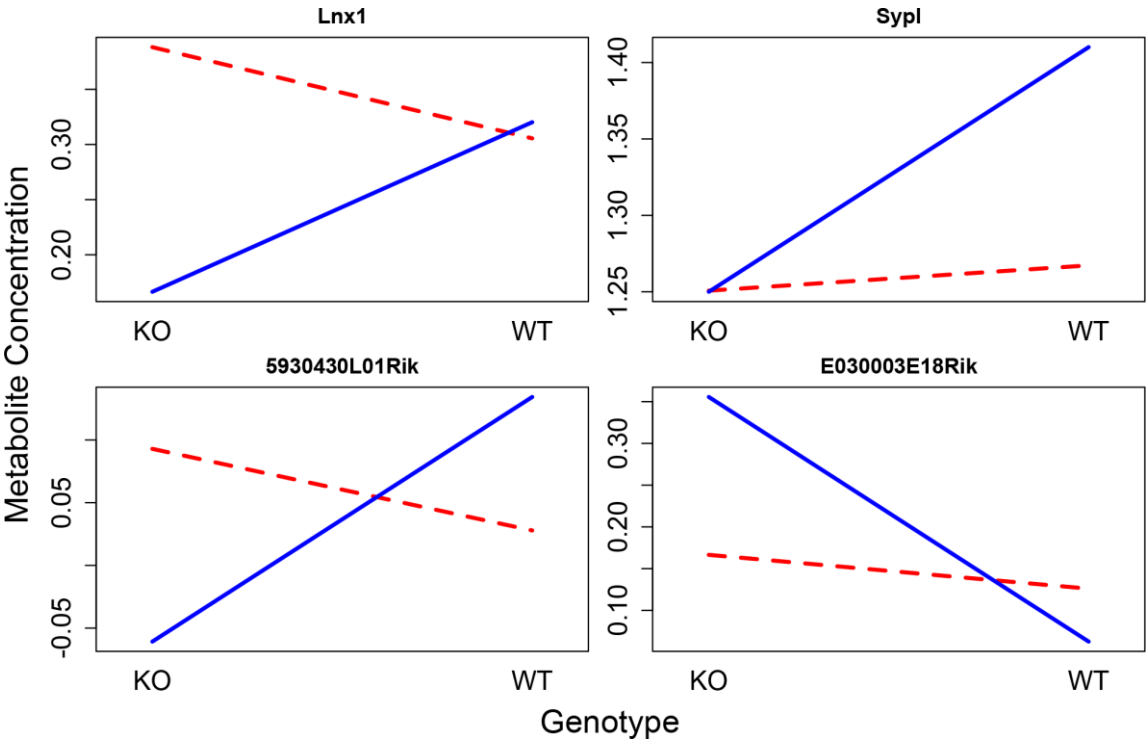

Supplementary Figure 2. Individual transcripts with genotype by sex interactions. Blue, solid lines indicate males while red, dotted lines indicate mean female values.

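None of these genes has an interaction with an adjusted p under 0.05 in limma. *Lnx1* is at -0.79 (SE 0.21, adjusted p 0.624, unadjusted p of the linear model 1.41e-05), *Sypl* at -0.48 (SE 0.11, adjusted p 0.624), *5930430L01Rik* at -0.86 (SE 0.26, adjusted p 0.644) and *E030003E18Rik* at 0.84 (SE 0.24, adjusted p 0.624). Over the alternatives their adjusted p stayed between 0.563 and 0.841.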

How the deposited data were processed for this re-analysis (not part of the article)

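The values are the authors' deposited FPKM per gene symbol, 1 table for each of 9 brown adipose libraries (KO female 2, KO male 2, WT female 3, WT male 2). The methods name bcl2fastq 1.8.4, TopHat 2.0.11, mm10 and Bowtie, and both HiSeq2000 and HiSeq2500. The number of fragments per library is unknown here beyond the relative depth estimated from low values. Gene positions come from GENCODE M21, and 99.6% of the 14675 tested genes (14617) were found in it. Dates stand in place of 25 gene symbols, 22 of them among the tested genes, and these were kept as they are. FPKM were used on the log2 scale with no further normalization, and no library was left out.

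The linear model, limma model, gene sets, marker lists and alternatives were fixed before the data were examined. The ordinary linear model follows the methods, with a p under 0.01. The limma model holds a mean per group, uses a mean-variance trend and adjusts by Benjamini-Hochberg at 0.05. Gene sets were tested by camera with adjustment over 8 sets in each contrast. Exact permutation tests use all splits of the 9 libraries into groups of 4 and 5. Genes named are all those the paper names for the RNA-seq, *Igf1*, *Ghrh*, *Ghr*, the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, *Ucp1*, the 5 genes with the lowest limma p in each contrast, and the 3 members with the lowest p of each set with an adjusted p under 0.05. Their expression is given as mean ± SD over libraries.

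Some steps came after values had been seen. The overlap of a set with the gene lists is expressed as higher minus lower percentage of the set, less the same for other genes. This replaced a measure of 1 direction at a time after its values were seen, and it turned cell division by genotype from positive to negative. The check of shared sequence, the interactions without KO male 1, the count of splits and several tests in the closing section were also added then. Serum metabolomics are not analysed here.

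Calculations used R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.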

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

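The tests of white adipocyte markers, depth, the weight of 1 library in the interactions, exchanged labels, ribosomal RNA and scaling were chosen after the result was seen. The tests of the other marker lists and of the genes next to *Ghrh* were chosen earlier, and so were the marker lists themselves, that of white adipocytes included.

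Libraries were compared within genotype, or within sex for genes named for sex. Of 166 such comparisons, 14 have a library far from its group, where 8.3 would be expected by chance, and 7 of the 14 concern KO male 1. The ratio given is the gap to the nearest library over the range of the group. Among KO libraries, KO male 1 is lowest on the first principal component (0.843) and for citric acid cycle (0.896), molybdopterin (0.830) and flavoenzyme genes (0.845), and highest for cell division genes (0.882), for *Uhrf1* (0.840) and in relative depth (0.892). It has 2623 genes more than 2-fold from the mean of the others, against 834 to 1509 in the other libraries. Markers of lymph node T and B cells are higher in it by 6.57 on the log2 scale, with 7 of 7 genes raised, immune markers by 4.79 and skeletal muscle markers by 2.49. These lie above 10000 lists matched on expression, while endothelial (-0.38), peripheral nerve (0.62) and white adipocyte markers (-1.59) do not stand above them. Brown adipocyte markers are at -0.58, the lowest of the 9 libraries. WT male 2 has a relative depth of 1.14 without the pattern, so depth is an unlikely cause. Muscle markers do not single it out, since their score of 2.21 in KO male 1 stands beside 1.31 in KO male 2 and 1.28 in KO female 1, which lack the pattern. A candidate explanation is RNA of lymph node in this library. More immune cells within the fat of this animal would give the same 6.57 and cannot be told apart from it.

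The interactions are tied to the same library. The 6 sets whose KO minus WT difference changes between the sexes (-0.31 for oxidative phosphorylation, -0.33 for mitochondrial ribosome, -0.42 for citric acid cycle, -0.38 for amino acid catabolism, 1.14 for cell division and -0.38 for flavoenzymes) were weighed by leaving it out. The mean over the 5 sets other than cell division then keeps 31.6% of its size, so the greater part of that mean may belong to KO male 1 and not to KO males. Amino acid catabolism is apart from this, as it keeps 55.4%. What remains of the sets without KO male 1 rests on 1 KO male and was not tested.

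*Ghrh* has a mean of 0.587 FPKM in libraries labelled KO and is listed at 0 in those labelled WT. If the labels had been exchanged, *Igf1* would be higher in libraries labelled KO, but it fell by 1.84 on the log2 scale. That test is weakened by the white adipocyte markers, which follow *Igf1*: with their score as a covariate 44.2% of the difference is left, still negative. Depth is much the same in both genotypes (WT over KO 1.03), so low depth is an unlikely cause. The genes next to *Ghrh* sit at percentile 50.2 of other windows, so transcription through the whole region is unlikely as well. A transcript of the disrupted allele was not tested, since values by exon are not used here.

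KO male 2 has the highest share of FPKM (0.897) in the 10 genes with the highest mean over all libraries. Its share is 27.9% where the other libraries have 11.4% to 15.0%. Those means include KO male 2 itself, so the choice of genes leans towards it. Genes within ribosomal RNA repeats, without the highest one, are raised in it by 1.77 on the log2 scale. Together with the highest one they hold most of the share in question, so their rise largely restates it, and the share cannot be told apart from ribosomal RNA carried into the library. No biological explanation was tested. The number of limma genes for genotype is 2.38 times as large with the deposited values as after median centring. It is 444 with quantile normalization. Leaving out KO male 2 cannot decide the question, because KO male 1 is then the only KO male. Whether the count comes from the scaling of this library is left open.

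The other 6 cases are single measures: WT male 1 lowest for *Ccdc3* (0.806) and highest for amino acid catabolism (0.718) among WT, WT female 1 lowest for *Fam131c* among WT (0.821) and highest for *Mrps17* among females (0.838), KO female 2 highest for *Eif2s3y* among females (1), and WT female 2 lowest in the sum of FPKM among WT (0.711). With 8.3 expected by chance they were not followed further.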

How the results depend on the processing

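All alternatives were chosen before the data were examined, except the interactions without KO male 1. The percentage points used for the overlap with the gene lists were defined after first values had been seen, and no other test in this part was chosen after the result was seen.

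For the linear model, the 503 genotype genes become 1 (*Mcts2*) with Benjamini-Hochberg adjustment, 1107 with sum-to-zero coding, 1056 with no interaction and 777 with male as the reference sex, and stay between 331 and 553 when single WT females or males are left out. Neither KO female was left out in this contrast, as its group would keep 1 library, and the fits without a male change only the residual. The 410 sex genes become 2 (*Lnx1* and *Zfp91Cntf*) with adjustment. The 244 interaction genes become 0 with adjustment, with 1143 at an unadjusted p under 0.05.

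For limma, the 529 genotype genes become 170 with genes above 0 in any library, 222 with median centring (444 with quantile normalization) and 34 with no mean-variance trend, and run from 8 to 1105 when single libraries are left out. The 2 sex genes become 10 with genes above 0 in any library and 1 (*Xist*) with median centring, with 1 to 803 in the leave-one-out fits. The 3 genes in females become 11 with a mean FPKM of at least 1, 0 with no trend (1730 at an unadjusted p under 0.05), and 0 to 19 when single libraries other than KO females are left out. The 2 genes in males become 0 with a pseudocount of 1 (2431 unadjusted), 19 with a mean FPKM of at least 1, 1 with genes above 0 in any library, 1 with quantile normalization, 0 with no trend (2287 unadjusted), and 0 to 1 when single females are left out. Interaction genes stay at 0 throughout.

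The balance of higher and lower genes depends on normalization, as the median gene is lower in KO by 0.07. The share higher in KO goes from 39.7% to 58.6% with median centring and 51.4% with quantile normalization for limma, and from 40.4% to 54.3% and 49.9% for the linear model. For interaction genes of the linear model the share with a positive value goes from 13.1% to 24.2% and 27.8%. In females it goes from 100% to 75% and 66.7%, and in males from 0% to 33.3% with median centring.

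Among gene sets by genotype, quantile normalization brings oxidative phosphorylation from 0.08 to -0.00848 and the citric acid cycle from 0.07 to -0.0392, and a pseudocount of 1 brings the mitochondrial ribosome from 0.04 to -0.00556. Amino acid catabolism passes in the overlap with the gene lists, by 20.0 percentage points (adjusted p 2.51e-12). The extracellular matrix value of -0.42 loses significance with an estimated inter-gene correlation (adjusted p 0.900). Cell division, at 0.18, does so with an estimated correlation (adjusted p 0.900) and without chromosome 2 (0.184, adjusted p 0.0650), falls to 0.0746 with Reactome sets, and turns negative with a mean FPKM of at least 1 (-0.0271) and in the overlap (-0.858 points). Flavoenzymes, at 0.01, reach -0.0312 with a pseudocount of 1, -0.00898 with a mean FPKM of at least 1 and -0.0190 with quantile normalization, and pass in the overlap (8.51 points, adjusted p 0.0101).

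When single libraries are left out, the genotype value runs from -0.0390 to 0.199 for oxidative phosphorylation, -0.0979 to 0.170 for the mitochondrial ribosome, -0.0961 to 0.228 for the citric acid cycle, 0.0625 to 0.232 for amino acid catabolism, -0.53 to -0.31 for extracellular matrix, -0.256 to 0.612 for cell division, -0.165 to 0.0903 for molybdopterin and -0.108 to 0.137 for flavoenzymes. The ends of most ranges are the fits without KO male 1 and without KO male 2, so these averages depend on which KO male is kept.

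By sex, extracellular matrix genes go from -0.11 to 0.0163 with Reactome sets and 1.03 points in the overlap, molybdopterin genes from -0.06 to 0.00259 with a pseudocount of 1 and 0.00356 with a mean FPKM of at least 1, and flavoenzymes from -0.08 to 2.22e-05 with quantile normalization. Flavoenzymes pass 0.05 by sex in the overlap (-13.6 points, adjusted p 1.53e-05), with a pseudocount of 1 (adjusted p 0.0494) and without KO female 1, KO male 2 or WT male 1 (lowest adjusted p 0.00125). Extracellular matrix genes pass without KO male 2 or WT male 2 (adjusted p 0.0148 and 0.00205). In the leave-one-out fits the sex value runs from -0.323 to 0.00147 for the citric acid cycle, -0.188 to 0.0676 for molybdopterin and -0.199 to 0.0456 for flavoenzymes. For cell division it runs from 0.0350 to 0.902.

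For the interaction, molybdopterin genes pass 0.05 with a pseudocount of 1 (-0.27, adjusted p 0.0289), without chromosome 2 (-0.52, adjusted p 0.00738), with Reactome sets (-0.42, adjusted p 0.0169) and in the overlap (-58.8 points, adjusted p 0.000196). Flavoenzymes do not with an estimated correlation (-0.38, adjusted p 0.238). Extracellular matrix genes, at 0.04, pass with Reactome sets (0.17, adjusted p 0.0149) and without WT female 3 (adjusted p 0.0376). Leaving out KO male 1 or single WT females gives -0.41 to -0.14 for molybdopterin and -0.41 to -0.13 for flavoenzymes.

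The share of variance tied to genotype goes from 85.1% to 25.1% with genes centred but not scaled and to 53.5% to 84.2% when single libraries are left out, and that of sex from 72.9% to 41.1% and 43.4% to 89.2%.

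Of 63 results on single genes, 14 have an adjusted p under 0.05, and 48 of their 210 comparisons with alternatives lose it. For the other 49, 15 of 574 comparisons gain it and 559 stay without it. No direction changes.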

Differences from the paper's values

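The percentage points for the overlap with the gene lists were defined after first values had been seen, and no other test in this part was chosen after the result was seen. No number differs by more than the margins set beforehand: 14675 genes stand against the paper's 14683, and 410 sex genes against the paper's 375. The counts for genotype and interaction equal the paper's 503 and 244.

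The paper gives *Xist* as the gene that differs most between the sexes. In the linear model without a pseudocount it ranks 5 by p among KO animals and 2 with the genotypes averaged. It ranks 1 with a pseudocount of 0.1, with a pseudocount of 1 and in limma.

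The paper has mitochondrial and amino acid genes higher in KO. Its general category for the mitochondrion was not tested, and the hand-written sets are narrower. Among the Reactome sets, only that for branched-chain amino acid catabolism stands in for the amino acid set. Averaged over the sexes, the hand-written sets do not reach an adjusted p of 0.05. For oxidative phosphorylation and the mitochondrial ribosome it is reached without KO male 1 (adjusted p 0.0170 and 0.0132), for the citric acid cycle without KO male 1 or WT male 1, and for amino acid catabolism without KO male 1, KO female 1 or WT male 1 and in the overlap with the gene lists (adjusted p 2.51e-12). It is reached in females alone for all 4 sets, a contrast that was not set against other splits of the libraries. It is not reached with quantile normalization, a pseudocount of 1, a mean FPKM of at least 1, Reactome sets, an estimated inter-gene correlation, without chromosome 2 or without any of the other libraries. Over these alternatives the adjusted p ran from 2.51e-12 to 0.950.

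The paper has cell division genes higher in WT. Averaged over the sexes they are higher in KO (0.18). They are lower in KO in females alone (-0.39, adjusted p 0.133), without KO male 1 (-0.26, adjusted p 0.253), with a mean FPKM of at least 1 (-0.0271) and in the overlap with the gene lists (-0.858 points), in none of these with an adjusted p under 0.05. Over all alternatives the adjusted p ran from 6.91e-08 to 1. With a pseudocount of 1, quantile normalization, Reactome sets, an estimated correlation, without chromosome 2 and without each of the other libraries they are higher in KO.

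The paper has few sex effects among pathways, while 5 of 8 sets differ by sex here. With an estimated inter-gene correlation none of the 5 passes 0.05 (lowest adjusted p 0.274). Under quantile normalization and without WT male 2 the citric acid cycle does not pass, and without KO male 1 neither it nor cell division passes. Cell division also does not pass in the overlap with the gene lists (5.10 points, adjusted p 0.0677).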

Other observations

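The tests on alleles flanking the targeted gene, the marker scores as covariates and all counts of other splits were chosen after the result was seen, the tests of sex and interaction genes near *Ghrh*, transcript length, GC content and low values before.

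Genotype genes gather near *Ghrh*. Within 10 Mb of it 16 of 208 tested genes (7.69%) are among the 503, against 3.37% elsewhere (Fisher exact p 0.00287, two-sided), while chromosome 2 as a whole is not enriched (46 genes, p 0.233). The p is 0.00148 within 5 Mb and 0.0104 within 20 Mb. For the limma genes it is 0.000178, 0.0125 and 0.0839 within 5, 10 and 20 Mb, and for the linear model averaged over the sexes 0.00550, 0.0338 and 0.124, so neither list passes 0.05 within 20 Mb. Neither the sex nor the interaction genes show this within 10 Mb (lower p 0.401), although the interaction genes reach 0.0378 within 5 Mb. Of 111 windows of 20 Mb across the genome, 3 have as high a share, its own included, and 7 for the limma genes. The mice are of mixed background, so alleles of the strain in which *Ghrh* was targeted may have stayed with the disrupted gene in KO and not in WT littermates. *Mcts2* lies in this stretch, and the p of 0.00287 cannot tell such alleles from genes that respond to the loss of *Ghrh*.

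The extracellular matrix difference was set against features of the transcripts and of the tissue. Among 10000 lists matched in length the set lies at percentile 0.11, and among lists matched in GC content at 1.22. Neither is a likely cause. Among lists matched in mean expression the set lies at percentile 2.2. Only the real 1 of 60 splits gives as large a difference. Adding the score of skeletal muscle markers to the model leaves 49.85% of the difference, and adding that of white adipocyte markers leaves 53.9%, both still negative. With 9 libraries these shares are rough. More muscle and less white adipocyte RNA in libraries labelled KO may account for part of the difference, and a lower matrix content of the fat itself cannot be told apart from this.

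*Igf1* and *Ghr* follow the white adipocyte markers as well. With that score as a covariate 44.2% of the difference of *Igf1* and 29.4% of that of *Ghr* are left. A different share of white adipocyte RNA may thus account for much of both. For the 4 mitochondrial and amino acid sets in females 79.6% is left (0.26 against 0.21), so this is an unlikely source of that difference.

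Counts over other splits differ between genes and sets. The 529 genotype genes in limma are matched by only the real 1 of 60 splits within sex. The 2 sex genes are matched by only the real 1 of 60 splits within genotype. They are *Xist* and *Eif2s3x*, both on the X chromosome, so their count does not bear on a broader difference by sex. The library labels in Supplementary Table 2 also carry a number that is shared within each group and differs between groups. Its meaning is unknown here, and these counts cannot separate genotype or sex from what it marks. Sets are different: 59 of 60 splits give at least as many as the 2 found by genotype, and 46 of 60 as many as the 5 found by sex. A count of sets could therefore be had from almost any grouping. For cell division by genotype all 60 of 60 splits give a difference as large. By sex the number of splits out of 60 is 6 for oxidative phosphorylation, 11 for the mitochondrial ribosome, 32 for the citric acid cycle, 20 for amino acid catabolism and 28 for cell division, so none of these is set apart from other groupings of the same libraries.

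*Zfp91Cntf* moves from rank 1 by sex p to 166 with a pseudocount of 0.1, so its place at the top likely comes from values close to 0 in females. No biological explanation was tested.

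Apart from *Ghrh*, *Ostn* is the only gene above 0 in all KO libraries and listed at 0 in all WT libraries, and 6 genes show the opposite. Over all splits of the 9 libraries into 4 and 5 the median number of genes of the first kind is 2, so 2 genes are no more than other groupings give.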
